A study of Mus musculus with 40 samples. Its data were reported in "Reprogramming mouse fibroblasts into engraftable myeloerythroid and lymphoid progenitors" (2016).

How the data were processed

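Gene expression was measured in 40 samples, each hybridised to an array of the Illumina MouseRef-8 v2 BeadChip, which reads a transcript through a bead-bound probe, or several. The samples fall into 10 groups of 4 replicates. Mouse embryonic fibroblasts (MEFs) that carried the red reporter tdTomato and were infected with an empty vector made up the 0 dpi group (dpi, days post infection). The 4 dpi and 14 dpi groups were tdTomato MEFs infected with retroviruses for Scl (gene symbol Tal1), Lmo2, Hoxb4 and Runx1. Per the methods of the study, the Scl insert was of mouse and the other inserts of human sequence, so mouse probes for those genes need not read them. The reprogrammed cells, called induced hematopoietic progenitors (iHPs), had been sorted by the pan-leukocyte surface protein CD45 at 26 dpi (CD45+ and CD45-) or by the receptor Kit at 35 dpi (Kit+ and Kit-). Infected cells had been co-cultured with OP9, a mouse bone marrow stromal line. Bone marrow (BM) cells from tdTomato mice, sorted as CD45+, Kit+ or Kit-, were the reference. The labels place the Kit-sorted iHPs at 35 dpi, later than the text of the study does, and the labels were followed.

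The authors extracted total RNA and amplified it, per the labels as biotinylated cRNA and per their methods with Cy3 labelling. A first deposited table holds the probe intensity of 25697 probes on each array, on a linear scale and before normalization: the arrays keep their own distributions, and no subtraction of background was seen in the values. A second table holds the intensity after quantile normalization by the authors, which gives all 40 arrays the same distribution. The first table was used for all results, and the second as an alternative. Neither table gives detection p-values, scan positions or chip numbers, so hybridisation batches could not be examined. Probes carry gene symbols, and these were matched to a mouse RefSeq gene table (assembly GRCm38.p6), used for names and for the order of neighbouring genes: 20736 probes carried a current symbol, 3841 a synonym, and 1120 kept the name in the table, so that 95.64% were matched. No coordinates are given, since the tables name no genome build. No probe carried the symbol Kit or one of its synonyms, so no value of this sort marker is given.

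Intensities were background-corrected with limma's normexp (offset 50), quantile-normalized over the 40 arrays and put on the log2 scale. This was the fallback fixed before the data were examined for a table without detection p-values. As a measure of background, 1348 probes for olfactory, vomeronasal and taste receptors, which these cells should hardly express, were taken as negative controls. The detection p of a probe was the share of these probes at least as bright on the same array, a choice made after the tables were seen. A probe was kept when its detection p was under 0.05 on all 4 arrays of at least 1 group, which left 15095 probes. Where several probes were kept for a gene (2921 genes), the probe with the highest mean stood for it, which gave 11040 genes tested. The number of arrays and the background limit the precision of an array value. Where a gene was above background on 0 arrays of a group, its fold change is given as a lower limit ("at least"), measured against the background threshold of those arrays, the 95th percentile of the receptor probes. Values near the background are compressed by it, so folds of dim genes are underestimates.

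Differences were tested with limma (lmFit and eBayes; version 3.58.1 under R 4.3.3), with a mean for each of the 10 groups, 30 residual degrees of freedom and 7.375 prior degrees of freedom. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 over the 11040 genes. There were 11 comparisons: 4 dpi with 0 dpi, 14 dpi with 0 dpi and with 4 dpi, CD45+ and Kit+ iHPs with 0 dpi and each with its BM counterpart, the sorted fractions at 26 dpi, at 35 dpi and in BM, and the difference between the Kit sorts of iHPs and BM. Errors of log2 differences are limma's standard errors (SE).

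The replicates were not alike in all groups. At 14 dpi and in the 4 iHP groups, replicates 1 and 2 formed a close pair and replicates 3 and 4 another (correlation across genes at least 0.995 within pairs and 0.982 to 0.993 across them). In the other 5 groups all 4 arrays were equally close. The study speaks of an average over 2 independent experiments for these data, and the labels do not say which arrays belong to which experiment. Means and standard deviations (SD) therefore take n = 2 pair means in the paired groups and n = 4 arrays elsewhere. In those other groups, differences of replicates 1 and 2 from replicates 3 and 4 had an SD over genes of 0.145 to 0.163. Within close pairs it was 0.144 to 0.196. An SD over n = 4, and p-values between such groups, may thus measure repeats of a measurement and not spread between experiments. All tests were repeated on the means of arrays 1 and 2 and of arrays 3 and 4, an alternative added after the data were seen. Its counts stand beside those over arrays, whose p-values rest mostly on differences between arrays of a pair. The fit of pair means shares its estimate of spread over all 10 groups (10 residual degrees of freedom). For 4 and 0 dpi this takes in the wider spread of the paired groups. A call lost there may reflect that spread.

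Data were simulated without pairs for the comparison of 4 dpi with 0 dpi (11040 genes). There limma recovered 56% of genes changed 1.2-fold and 100% of those changed 1.5-fold, 2-fold or 4-fold, with 7 false calls among 185. For 14 dpi with 0 dpi, pairs were simulated with the mean spread between pairs of the 5 paired groups. The 14 dpi arrays had the smallest such spread (SD 0.229, highest 0.369), so the share of false calls need not hold for 14 dpi. With these pairs, limma recovered 46%, 92%, 98% and 100% of these sizes, with 208 false calls among 376. On pair means these shares were 8%, 66%, 90% and 100%, with 7 false calls among 139. Each simulation changed a small share of the 11040 genes, far fewer than the 4967 called between 14 and 0 dpi. Of those 4967, pair means also called 3717. The share of false calls depends on how many genes change, so it cannot be carried over to the real counts.

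Each array was also placed on a line that runs from the mean of 0 dpi (position 0) to the mean of BM Kit+ (position 1) over all tested genes. Positions were compared by an exact two-sided permutation test of 4 against 4 arrays, whose smallest p is 0.02857, with Benjamini-Hochberg adjustment over 6 pairs of groups. With 2 pair means against 2 the smallest p is 0.3333, so no such test can pass. The groups at the ends define the line, so a test against an end group, such as 0 dpi, is not independent of it.

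Before the data were examined, 25 gene lists were fixed: reprogramming factors, hematopoietic transcription factors, progenitor surface proteins, granulocytes, monocytes and macrophages, erythroid cells, embryonic globins, megakaryocytes, mast cells and basophils, B cells, T and NK cells, antigen presentation by MHC class II, fibroblast and extracellular matrix, endothelial cells, adipogenic stroma (the type of OP9), cell cycle, BMP signalling, MAPK/ERK targets and components, interferon response, immediate early and stress genes, p53 targets and cell cycle inhibitors, and 4 lists the study drew from these samples together with Lmo2 binding (higher or lower at 4 dpi, higher or lower at 14 dpi). Those 4 were chosen on these samples and are not independent evidence of direction. Lists were tested with limma's camera (inter-gene correlation preset to 0.01), adjusted over the lists of a comparison. Camera was repeated with an estimated correlation, and fry, a rotation test that compares no list with other genes, was run as well.

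Genes named in the text follow a rule fixed before the data were examined. They are, for each comparison, the 10 largest rises and falls among called genes whose arrays did not overlap, up to 4 called members of each list with the largest change, and Tal1, Lmo2, Runx1, Hoxb4, Bmi1, Gfi1, Hhex, Gata2, Bmp4, Smad5, Gab1, Kit, Ptprc and Itga2b, the factors, sort markers and genes that the text of the study discusses. Genes outside this rule are marked where they appear. Some genes that the rule names are not reported here.

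Alternatives covered no background correction, the receptor probes as negative controls (added later), scaling to a common median, the authors' normalized intensity, no detection filter, a detection p under 0.01, every kept probe, only the groups compared in the fit, the replicate numbers as a block, pairs as correlated repeats, pair means, pairs crossed between sorted fractions as a block (added later), stricter thresholds and the thresholds of the study, and each replicate or pair left out. Figures were drawn with matplotlib 3.10.9 under Python 3.11.15.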

Results

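The arrays followed mouse embryonic fibroblasts as 4 blood factors turned them into blood-like cells, with sorted bone marrow cells as the reference. Each of the 10 groups held 4 arrays. The median probe intensity of an array ran from 147 (4 dpi, replicate 1) to 210 (BM CD45+, replicate 4), and the share of probes above background from 43.4% (26 dpi CD45-, replicate 2) to 52.8% (BM Kit+, replicate 3). The median of the receptor probes, a measure of background, was 125 to 136 at 0 and 4 dpi, 165 to 180 in 26 dpi CD45- and 35 dpi cells, 176 to 186 in BM CD45+ cells and 131 to 143 in the Kit-sorted BM cells, so background differed with group. The mean profiles of 0 and 4 dpi cells were close (correlation across genes 0.997, where genes are not independent replicates), that of 14 dpi was somewhat apart from 0 dpi (0.963), and that of 26 dpi CD45+ cells far from it (0.723). The iHP fractions resembled each other (0.978 at 26 dpi, 0.986 at 35 dpi) more than their BM counterparts (0.937 for CD45+, 0.929 for Kit+).

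**Figure D1:**
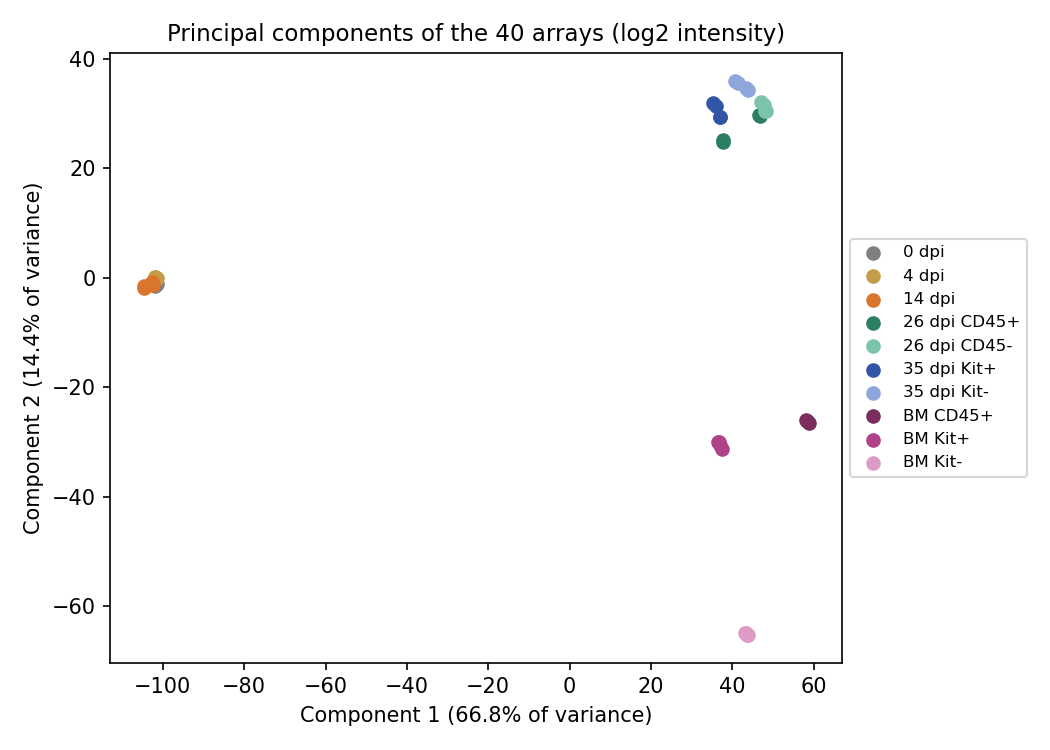
Principal components of the 40 arrays over 11040 genes (log2 intensity), with the first component (66.8% of the variance) across and the second (14.4%) upward, a point per array colored by group. Fibroblasts at 0, 4 and 14 dpi lie at one end of the first component, and the iHP and BM groups lie at the other.

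How far had each stage come along the way from fibroblast to marrow progenitor? On the line from 0 dpi (position 0) to BM Kit+ (position 1), 4 dpi cells stood at 0.0023 ± 0.002 (SD, n = 4) and 14 dpi cells at 0.0387 ± 0.0103 (SD, n = 2 pair means). The iHPs stood at 0.85 ± 0.0182 (26 dpi CD45+), 0.874 ± 0.0018 (26 dpi CD45-), 0.85 ± 0.0147 (35 dpi Kit+) and 0.852 ± 0.0211 (35 dpi Kit-, SD, n = 2 pair means each). BM CD45+ cells stood at 1.01 ± 0.0026 and BM Kit- cells at 0.952 ± 0.002 (SD, n = 4). All 4 arrays at 14 dpi lay above all 4 at 4 dpi (difference 0.0365), and the 26 dpi CD45+ arrays lay below all BM CD45+ arrays (difference -0.162) and all CD45- arrays (-0.024). Each of these 3 differences gave the smallest p that the exact permutation test allows (two-sided p = 0.0286, Benjamini-Hochberg adjusted p = 0.0571), so none of the 6 pairs passed. The differences were 0.0023 between 4 and 0 dpi (exact p = 0.143, adjusted p = 0.214), 0.0003 between 35 dpi Kit+ and 26 dpi CD45+ (exact p = 0.943, adjusted p = 0.943) and -0.0018 between 35 dpi Kit+ and Kit- (exact p = 0.743, adjusted p = 0.891). On a line to BM CD45+ in place of BM Kit+, the 35 dpi Kit+ arrays lay below the 26 dpi CD45+ arrays (-0.0596, exact p = 0.0286, adjusted p = 0.0343). Without a detection filter, the differences of 4 from 0 dpi, 14 from 4 dpi and 26 dpi CD45+ from each of its 2 partners passed (exact test, adjusted p = 0.0429). The exact p of the last 3 was 0.0286 as before, and only that of 4 from 0 dpi had fallen (to 0.0286). The adjusted p fell with it, for a test against the group that defines position 0. With median scaling, the difference of CD45+ from CD45- cells shrank to -0.0027 (exact p = 0.771), and that of 35 dpi Kit+ from 26 dpi CD45+ cells rose to 0.0322 (exact p = 0.0286, adjusted p = 0.0571).

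**Figure D2:**
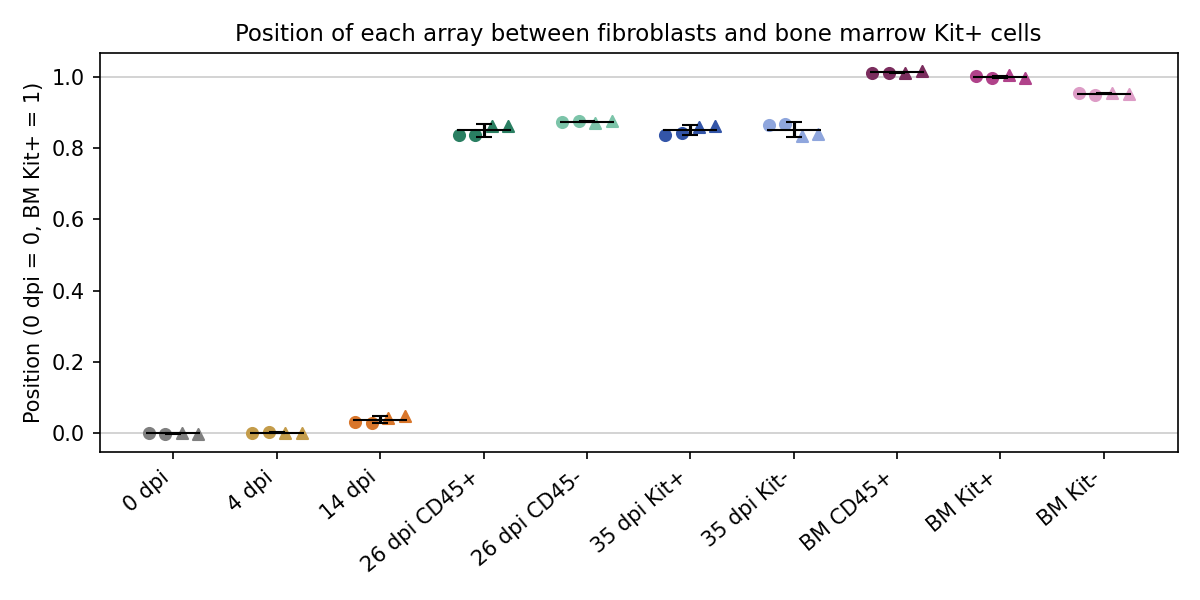
Position of each array on the line from 0 dpi (0) to BM Kit+ (1), without unit, by group, with circles for replicates 1 and 2, triangles for replicates 3 and 4, and black bars for the mean ± SD. The 14 dpi arrays sit between 0.0304 and 0.0477, and the 26 dpi CD45+ arrays between 0.837 and 0.863.

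The comparison of 4 dpi with 0 dpi asks what had changed first in the infected cells. The 0 dpi cells carried the empty vector, and no group with it was taken at 4 dpi. Time and conditions of culture can therefore not be told apart here from effects of the factors. The 3 largest rises were those of serine protease genes. The granzyme genes Gzmd and Gzme were 33.4-fold (log2 difference 5.06 ± 0.079, SE; limma adjusted p = 7.77e-36) and 15.4-fold higher (3.95 ± 0.12), the mast cell protease Mcpt1 at least 7.47-fold (3.21 ± 0.082) and the basophil protease Mcpt8 3.92-fold (1.97 ± 0.14). At 0 dpi, Gzmd was above background on 2 of 4 arrays, Gzme and Mcpt8 on 1 and Mcpt1 on 0. Gfi1, a repressor needed by stem cells and granulocytes, was 2.26-fold higher (1.17 ± 0.14). Hhex, a homeobox gene of early blood and endothelium, was 1.25-fold higher (0.32 ± 0.081, adjusted p = 0.0236). Pair means did not keep this call (adjusted p = 0.519), in a fit that shares the spread of the paired groups. The Hhex arrays did not overlap, at 6.64 to 6.96 at 0 dpi and 7.09 to 7.27 at 4 dpi.

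The fibroblast and extracellular matrix list did not pass at 4 dpi (1 of 28 higher, 1 lower, adjusted p = 0.0797). Among single genes, Mmp13, a collagenase, was 5.50-fold higher (2.46 ± 0.28), Edn1, which encodes endothelin-1, 2.42-fold (1.28 ± 0.089), and Bmp4, a ligand of mesoderm and blood development, 1.64-fold (0.71 ± 0.11). Ccdc3 (1.75-fold), Hey1, a Notch target (1.74-fold), Rspo2, a Wnt agonist (1.70-fold), and Pdgfra, a receptor for platelet-derived growth factor (1.30-fold), were lower. Of the factors, Tal1 was at least 1.15-fold higher (0.64 ± 0.16, adjusted p = 0.0277; on pair means 0.695), Lmo2 was above background on 0 arrays at either time, and Runx1 (-0.27 ± 0.12, adjusted p = 0.424) and Hoxb4 (0.24 ± 0.12, adjusted p = 0.503) did not pass. The tables do not say which mouse probes can read the viral transcripts, human for Lmo2, Runx1 and Hoxb4, or that of a related protease gene. Bmi1, Gata2, Itga2b, Smad5 and Gab1 did not pass either, and Ptprc, the CD45 gene, was above background on 0 arrays.

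In all, 131 genes were higher and 69 lower at 4 dpi, 11 of them by 2-fold or more, all higher, and on pair means 35 were higher and 12 lower. Of the mast cell and basophil list, 3 of 14 members rose (Mcpt1, Mcpt8 and Mcpt4; camera adjusted p = 6.44e-07, and adjusted p = 0.172 with an estimated correlation). The cell cycle list leaned lower with 0 of 21 members called (adjusted p = 0.00735, and adjusted p = 0.71 with an estimated correlation). Of the study's list of Lmo2-bound genes higher at 4 dpi, 51 of 80 were higher and 0 lower (adjusted p = 4.31e-101), and of its list lower at 4 dpi, 12 of 29 were lower (adjusted p = 7.40e-29), but both were chosen on these samples and are not independent evidence. The study's list higher at 14 dpi, chosen in the same way, leaned higher with 6 of 61 higher and 3 lower (adjusted p = 0.0477, adjusted p = 0.0701 on pair means, and adjusted p = 0.436 with an estimated correlation). These 5 counts, when adjusted over the list alone, were 3, 0 higher and 2 lower, 76, 25, and 12 higher and 6 lower. The other 20 lists did not pass. Scaling to a common median moved the median of all genes to -0.10, with 84 genes higher and 318 lower, and a fit of these 8 arrays alone called 359 and 322.

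**Figure D3:**
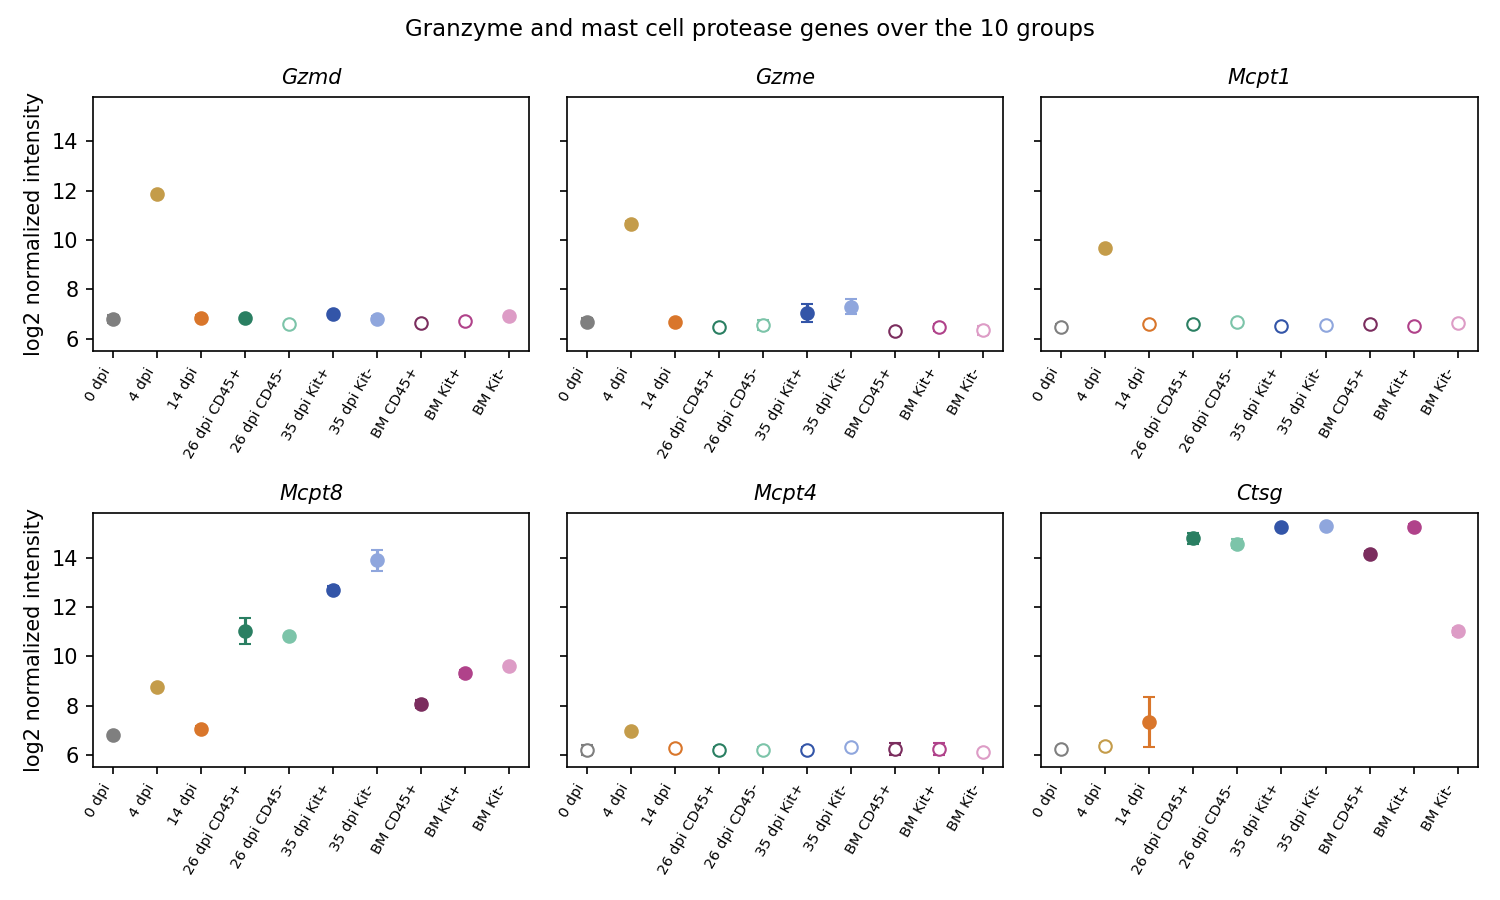
Log2 intensity of Gzmd, Gzme, Mcpt1, Mcpt8, Mcpt4 and Ctsg in each group, with a point for the group mean and bars for the SD. Open circles mark groups above background on 0 arrays. Gzmd stands at 11.87 at 4 dpi and at 6.80 and 6.85 at 0 and 14 dpi, while Mcpt8 reaches 12.71 in 35 dpi Kit+ cells.

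The comparison of 14 dpi with 0 dpi asks how the samples of infected cells had changed by 14 dpi. Time in culture, co-culture with OP9 and any RNA of the feeder cannot be told apart here from effects of the factors. Gdf10, a BMP-family ligand, was 72.6-fold higher (6.18 ± 0.097, adjusted p = 9.43e-36), Matn4 36.1-fold (5.17 ± 0.12), Eln, which encodes elastin, 24.4-fold (4.61 ± 0.10), the proteoglycan gene Dcn 24.2-fold (4.60 ± 0.11) and the Wnt antagonist gene Sfrp2 20.4-fold (4.35 ± 0.11). Lower were Acta1, a muscle actin, 22.9-fold (-4.52 ± 0.089), the chromatin protein gene Hmga1 12.4-fold (-3.64 ± 0.083), Lrrc15 8.07-fold (-3.01 ± 0.11), and Grem1, a BMP antagonist, 5.52-fold (-2.47 ± 0.074).

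Of the fibroblast and extracellular matrix list, 17 of 28 members were higher and 5 lower (camera adjusted p = 2.30e-06, and adjusted p = 0.0264 with an estimated correlation), Lum by 11.2-fold and Col3a1 by 4.77-fold. Of the interferon response list, 8 of 14 were higher and 0 lower (adjusted p = 0.00354, and adjusted p = 0.011 with an estimated correlation), with Bst2 3.76-fold (1.91 ± 0.23) and Usp18 3.27-fold (1.71 ± 0.10). The BMP signalling list, with 9 of 17 higher and 4 lower (adjusted p = 0.394), and the MAPK/ERK list, with 3 of 19 higher and 9 lower (adjusted p = 0.0833), did not pass as lists. Among their members, Bmp4 was 6.18-fold higher (2.63 ± 0.11) and Id2, a target of BMP signals, 2.28-fold, while Bmper, which binds BMPs, was 3.66-fold lower. The adaptor gene Gab1 was 2.48-fold higher (1.31 ± 0.13), Smad5 1.17-fold (0.23 ± 0.082, adjusted p = 0.0183; on pair means 0.0825), and the ERK targets Phlda1 (4.29-fold), Dusp4 (2.18-fold) and Etv4 (2.17-fold) were lower.

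Adipogenic stroma, the type of the OP9 feeder line, had 3 of 8 members higher and 1 lower (adjusted p = 0.303, not passed), with Lpl 5.19-fold (2.38 ± 0.27) and Cxcl12 4.02-fold higher (2.01 ± 0.093). Tek, an endothelial receptor gene, was at least 3.95-fold higher (2.14 ± 0.11). Among blood genes, Lyz2, the macrophage lysozyme, was at least 8.64-fold higher (3.72 ± 0.46), but stood at 7.94 on replicates 1 and 2 and at 11.84 on replicates 3 and 4. Lmo2 was at least 1.18-fold (0.60 ± 0.14) and Tal1 at least 1.03-fold higher (0.49 ± 0.16; pair means adjusted p = 0.149), above background on 2 and 3 of 4 arrays. Gfi1 (0.20 ± 0.14, adjusted p = 0.276), Hhex, Runx1, Hoxb4 and Bmi1 did not pass.

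At 14 dpi, 2383 genes were higher and 2584 lower than at 0 dpi, 619 by 2-fold or more, and on pair means 1804 and 1918. The study's lists higher and lower at 14 dpi gave 61 of 61 higher, and 39 of 40 lower with 1 higher, but were chosen on these samples and are not independent evidence. All counts given here for 14 and 0 dpi were the same when adjusted over the list alone. Common median scaling gave 1644 higher and 3241 lower.

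The comparison of 14 dpi with 4 dpi asks whether the early changes lasted. The early protease genes had fallen again: Gzmd was 32.3-fold lower (-5.01 ± 0.079, adjusted p = 5.64e-36), Gzme 15.7-fold (-3.98 ± 0.12), Mcpt1 at least 7.49-fold (-3.08 ± 0.082) and Mcpt8 3.27-fold (-1.71 ± 0.14). Gfi1 was 1.96-fold lower (-0.97 ± 0.14), and Hhex 1.19-fold (-0.26 ± 0.081, adjusted p = 0.00841; on pair means 0.0848). Among the genes that had risen were Gdf10 89.3-fold (6.48 ± 0.097), Dlk1, an inhibitor of fat cell formation, 23.9-fold (4.58 ± 0.099), Prelp 20.1-fold (4.33 ± 0.096) and Pdgfra 5.31-fold (2.41 ± 0.095). Nes, the nestin gene, was 5.74-fold lower (-2.52 ± 0.077). Bmp4 (3.77-fold), Gab1 (2.79-fold) and Smad5 (1.28-fold) were higher.

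The matrix list had 17 of 28 members higher and 5 lower (adjusted p = 8.86e-06, and adjusted p = 0.0313 with an estimated correlation) and the interferon list 7 of 14 higher (adjusted p = 0.00785, and adjusted p = 0.0179 with an estimated correlation). Of the study's genes higher at 4 dpi, 17 of 80 were higher and 44 lower at 14 dpi (adjusted p = 0.00154, and adjusted p = 0.00138 with an estimated correlation). Its lists higher and lower at 14 dpi gave 60 of 61 higher, and 39 of 40 lower with 1 higher, and all of these lists were chosen on these samples, so they are not independent evidence. Adjusted over the list alone, 19 genes of the study's 4 dpi list were higher and 44 lower, with the other counts the same. In total, 2503 genes were higher and 2526 lower, 646 by 2-fold or more, and on pair means 1848 and 1921.

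The comparison of 26 dpi CD45+ cells with 0 dpi asks what the fibroblasts had become. They carried the transcripts of granulocytes. S100a9 was at least 313-fold higher (9.03 ± 0.074, adjusted p = 2.13e-46), Lcn2, a granule protein gene, at least 414-fold (8.95 ± 0.13), Ngp at least 351-fold (8.79 ± 0.097), Ltf, which encodes lactoferrin, at least 352-fold (8.64 ± 0.12) and Ctsg at least 257-fold (8.53 ± 0.19). Fibroblast genes fell: Bgn, a proteoglycan, was 232-fold lower (-7.86 ± 0.20), Igf2 216-fold (-7.76 ± 0.18), Sparc 183-fold (-7.52 ± 0.16) and the collagen gene Col1a1 90.5-fold (-6.50 ± 0.10).

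All 19 granulocyte genes were higher (median log2 difference 7.86; camera adjusted p = 1.86e-16, and adjusted p = 0.000686 with an estimated correlation), and 27 of 28 matrix genes lower (adjusted p = 2.91e-16, and adjusted p = 0.000424 with an estimated correlation). Of the hematopoietic transcription factors, 13 of 20 were higher and 5 lower (adjusted p = 0.00744, and adjusted p = 0.0334 with an estimated correlation). Nfe2 was at least 85.0-fold (6.69 ± 0.086), Lmo2 at least 38.6-fold (5.63 ± 0.14), Gfi1 38.2-fold (5.26 ± 0.14), Hhex 21.2-fold (4.41 ± 0.081), Tal1 at least 4.23-fold (2.52 ± 0.16) and Runx1 2.16-fold higher (1.11 ± 0.12). Tcf3 was 18.1-fold (-4.17 ± 0.10) and Bmi1 1.65-fold lower (-0.73 ± 0.12), Gata2 1.61-fold higher (0.69 ± 0.30, adjusted p = 0.0401; on pair means 0.222), and Hoxb4 did not pass (0.13 ± 0.12, adjusted p = 0.312). The list of the reprogramming factors themselves did not pass (3 of 5 higher, 1 lower, adjusted p = 0.121). Ptprc was at least 2.39-fold higher (1.89 ± 0.11).

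Calls of other blood lists did not hold with an estimated correlation, or were not made. Monocyte and macrophage genes were higher in 14 of 16 (adjusted p = 0.000142, and adjusted p = 0.164 with an estimated correlation), with Mrc1, the mannose receptor, at least 50.5-fold (6.21 ± 0.41). Its level was 13.11 on replicates 1 and 2 and 11.77 on replicates 3 and 4. Megakaryocyte genes were higher in 12 of 16 and lower in 1 (adjusted p = 0.00744, and adjusted p = 0.294 with an estimated correlation), with Pf4 at least 9.18-fold (3.49 ± 0.36). Progenitor surface proteins were higher in 10 of 17 and lower in 1 (adjusted p = 0.024, and adjusted p = 0.294 with an estimated correlation), with Csf3r, the receptor of G-CSF, 24.8-fold, while Ly6a, which encodes Sca-1, was 37.5-fold lower (-5.23 ± 0.23). The mast cell and basophil list missed the threshold (adjusted p = 0.0983, 8 of 14 higher, 2 lower), although Prss34 was 131-fold higher (7.03 ± 0.28) and the mast cell receptor gene Il1rl1 69.1-fold lower (-6.11 ± 0.21). Erythroid, B cell, T and NK cell and MHC class II lists did not pass.

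The cell cycle list was higher in 20 of 21 (adjusted p = 5.27e-05, and adjusted p = 0.198 with an estimated correlation), with the replication gene Mcm6 3.33-fold (1.73 ± 0.12). The p53 targets and cell cycle inhibitors were lower in 12 of 15 and higher in 2 (adjusted p = 0.0023, and adjusted p = 0.268 with an estimated correlation), with Cdkn2b 15.6-fold (-3.97 ± 0.25) and Cdkn1a, which encodes p21, 4.75-fold lower (-2.25 ± 0.16). BMP signalling was lower in 14 of 17 and higher in 2 (adjusted p = 0.0023, and adjusted p = 0.006 with an estimated correlation), with Grem1 at least 16.2-fold and Bmp4 6.85-fold lower. Gab1 was 3.90-fold (-1.97 ± 0.13) and Smad5 2.82-fold lower (-1.50 ± 0.082). The 4 study lists, chosen on the earlier samples of this series and not independent evidence, were all lower (51, 22, 47 and 35 genes lower of 80, 29, 61 and 40; adjusted p = 0.00556, 1.17e-05, 4.71e-08 and 1.61e-09). The study's first list had 52 lower when adjusted over the list alone, and in the same way 15 monocyte, 9 surface protein and 28 matrix genes were called in those directions and the other counts were the same. Over all genes, 3983 were higher and 4143 lower, 2931 by 2-fold or more, and on pair means 3577 and 3835. Common median scaling moved the median of all genes to -0.15 and gave 2830 and 5073.

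The comparison of 35 dpi Kit+ cells with 0 dpi asks the same of the progenitor-like fraction. Granule genes of immature myeloid cells stood out, with the peroxidase gene Mpo at least 330-fold (8.59 ± 0.11, adjusted p = 1.29e-39), Ctsg at least 355-fold and S100a9 at least 241-fold higher (8.65 ± 0.074). Among red cell genes, Hba-a1, adult alpha globin, was at least 79.7-fold (6.61 ± 0.33), Hbb-b1 at least 24.6-fold (4.92 ± 0.24) and the embryonic globin gene Hbb-y at least 5.65-fold higher (2.70 ± 0.32). Among mast cell and basophil genes, Cpa3 was at least 108-fold (7.04 ± 0.23), Prss34 187-fold (7.55 ± 0.28) and Mcpt8 60.5-fold higher (5.92 ± 0.14), although neither the erythroid nor the mast cell list passed with an estimated correlation (adjusted p = 0.328 for both). Bgn was 356-fold (-8.48 ± 0.20), Sparc 217-fold (-7.76 ± 0.16) and Col1a1 at least 115-fold lower (-7.05 ± 0.10).

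All 19 granulocyte genes were higher (adjusted p = 1.74e-15, and adjusted p = 0.00102 with an estimated correlation) and all 28 matrix genes lower (adjusted p = 1.74e-15, and adjusted p = 0.000289 with an estimated correlation). Hematopoietic transcription factors were higher in 12 of 20 and lower in 4 (adjusted p = 0.00212, and adjusted p = 0.0117 with an estimated correlation), with Nfe2 at least 119-fold, Gfi1 80.1-fold (6.32 ± 0.14), Lmo2 at least 44.5-fold (5.84 ± 0.14), Hhex 17.1-fold, Tal1 at least 10.7-fold (3.86 ± 0.16) and Gata2 5.53-fold (2.47 ± 0.30). Runx1 was 1.98-fold higher, Bmi1 1.68-fold lower and Hoxb4 at least 1.07-fold lower (-0.51 ± 0.12). Erythroid genes were higher in 14 of 18 and lower in 1 (adjusted p = 0.00618, and adjusted p = 0.328 with an estimated correlation), mast cell and basophil genes in 10 of 14 and 2 (adjusted p = 0.00618, and adjusted p = 0.328 with an estimated correlation). Megakaryocyte genes were higher in 11 of 16 and lower in 1 (adjusted p = 0.00445, and adjusted p = 0.321 with an estimated correlation), with Pf4 at least 41.0-fold and Itga2b, which encodes CD41, 12.3-fold (3.62 ± 0.27). Monocyte genes were higher in 11 of 16 (adjusted p = 0.012, and adjusted p = 0.328 with an estimated correlation). Surface proteins were higher in 11 of 17 and lower in 3 (adjusted p = 0.0163, and adjusted p = 0.324 with an estimated correlation). Both embryonic globins were higher, without the list passing (adjusted p = 0.321), and adipogenic stroma did not pass, with a median of 0.12 and a mean of -0.16. Cell cycle genes were higher in 20 of 21 (adjusted p = 6.71e-05, and adjusted p = 0.227 with an estimated correlation). BMP signalling was lower in 13 of 17 and higher in 2 (adjusted p = 0.00212, and adjusted p = 0.00551 with an estimated correlation). MAPK/ERK was lower in 12 of 19 and higher in 4 (adjusted p = 0.0468, adjusted p = 0.0512 on pair means, and adjusted p = 0.0654 with an estimated correlation). The 4 study lists, not independent evidence, were lower again (54, 22, 44 and 35 genes, with adjusted p = 0.00163, 8.68e-06, 1.34e-07 and 9.31e-12). These counts were the same when adjusted over the list alone. In total, 4140 genes were higher and 4041 lower, 3039 by 2-fold or more, and on pair means 3744 and 3729. Ptprc was higher (0.61 ± 0.11) but above background on only 2 of 4 Kit+ arrays and on 0 at 0 dpi.

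The comparison of 26 dpi CD45+ cells with BM CD45+ cells asks how close the blood-like cells came to marrow leukocytes. Genes of lymphocytes, of antigen presentation and of the interferon response were lower in the iHPs. The MHC class II genes H2-Ab1 and H2-Eb1 were 30.4-fold (-4.93 ± 0.14) and at least 18.5-fold lower (-4.52 ± 0.088, adjusted p = 5.50e-33), Cd79b of the B cell receptor at least 12.7-fold (-4.22 ± 0.092), Cd3g of the T cell receptor at least 7.58-fold (-3.14 ± 0.12) and the antiviral gene Oasl2 13.6-fold (-3.76 ± 0.10). Several macrophage genes were higher, although the monocyte and macrophage list did not pass (4 of 16 higher, 8 lower, adjusted p = 0.145). They were Gpnmb 51.6-fold (5.69 ± 0.41), Clec4n 30.7-fold (4.94 ± 0.35), Spp1, which encodes osteopontin, 26.6-fold (4.73 ± 0.28) and Mrc1 12.7-fold (3.67 ± 0.41). The stefin gene Csta2 was at least 66.2-fold higher (6.47 ± 0.14).

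All 8 MHC class II genes were lower (median -2.76; adjusted p = 4.69e-08, and adjusted p = 0.0145 with an estimated correlation), as were all 14 interferon genes (adjusted p = 1.66e-11, and adjusted p = 7.80e-07 with an estimated correlation). B cell genes were lower in 12 of 15 (adjusted p = 4.69e-08, and adjusted p = 1.07e-05 with an estimated correlation) and T and NK cell genes in 12 of 13 (adjusted p = 4.69e-08, and adjusted p = 0.00017 with an estimated correlation). Granulocyte genes were lower in 9 of 19 and higher in 2 (adjusted p = 0.0185, and adjusted p = 0.466 with an estimated correlation), with Retnlg 4.22-fold and Mmp9, a late granule protease, 3.34-fold lower. S100a9 reached 15.07 ± 0.105 (SD, n = 2 pair means) in iHPs and 14.84 ± 0.04 (SD, n = 4) in marrow. Cell cycle genes were lower in 17 of 21 and higher in 1 (adjusted p = 0.000278, and adjusted p = 0.404 with an estimated correlation). The p53 targets were higher in 9 of 15 and lower in 3 (adjusted p = 0.0437, adjusted p = 0.0769 on pair means, and adjusted p = 0.641 with an estimated correlation), with Cdkn1a 7.10-fold (2.83 ± 0.16). There were 10 granulocyte genes lower when adjusted over the list alone, and 10 p53 targets higher, and the other counts were the same.

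Among regulators, Gata2 (5.64-fold, 2.49 ± 0.30), Tal1 (3.16-fold, 1.66 ± 0.16), Runx1 (2.53-fold, 1.34 ± 0.12) and Gfi1 (1.71-fold, 0.77 ± 0.14) were higher in iHPs. The monocyte and lymphoid factor Irf8 (4.85-fold), Hoxb4 (2.04-fold), Ptprc (2.33-fold) and Lmo2 (1.33-fold, adjusted p = 0.0138; on pair means 0.14) were lower, and Hhex did not pass (adjusted p = 0.132). Mcpt8 (7.70-fold), Prss34 (8.07-fold) and Cpa3 (3.48-fold) were higher, although the mast cell list missed the threshold (adjusted p = 0.0574). In total, 3086 genes were higher and 3136 lower, 1079 by 2-fold or more, and on pair means 2449 and 2606. Eif2s3y, a gene of the Y chromosome chosen after its values were seen, stood at 9.19 in the iHPs and 8.39 at 0 dpi, but was above background on 0 BM CD45+ arrays. Common median scaling moved the median of all genes to -0.114 and gave 1642 and 4391.

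The comparison of 35 dpi Kit+ cells with BM Kit+ cells asks the same of progenitors. MHC class II genes differed most downward, H2-Ab1 74.4-fold (-6.22 ± 0.14), its chaperone Cd74 70.1-fold (-6.13 ± 0.17) and H2-Eb1 at least 58.6-fold lower (-6.05 ± 0.088, adjusted p = 1.73e-37). Some stem and progenitor genes were lower as well, without the surface protein list passing (adjusted p = 0.155): Cd34 5.73-fold (-2.52 ± 0.12) and Meis1, a homeobox gene of stem cells, 3.55-fold (-1.83 ± 0.15). The stefin genes Stfa2 (190-fold, 7.57 ± 0.16) and Stfa1 (70.5-fold, 6.14 ± 0.067) and Thy1 (43.2-fold, 5.43 ± 0.16) were higher. The mast cell protease genes Cma1 (at least 13.3-fold, 3.84 ± 0.26) and Mcpt8 (10.6-fold, 3.40 ± 0.14) were higher too.

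All 8 MHC class II genes were lower (adjusted p = 1.75e-09, and adjusted p = 0.00655 with an estimated correlation), as were 13 of 14 interferon genes (adjusted p = 1.72e-07, and adjusted p = 3.40e-05 with an estimated correlation) and 13 of 15 B cell genes (adjusted p = 4.63e-08, and adjusted p = 1.51e-05 with an estimated correlation). Monocyte genes were lower in 11 of 16 and higher in 1 (adjusted p = 0.000169, and adjusted p = 0.212 with an estimated correlation), with C1qb of the complement system 20.2-fold (-4.34 ± 0.42). Endothelial genes were lower in 8 of 11 and higher in 3 (adjusted p = 0.0442, and adjusted p = 0.112 with an estimated correlation). Cell cycle genes were lower in 16 of 21 as well, and higher in 1 (adjusted p = 7.89e-05, and adjusted p = 0.226 with an estimated correlation). The p53 targets were higher in 14 of 15 and lower in 1 (adjusted p = 2.04e-07, and adjusted p = 0.111 with an estimated correlation): Cdkn1a 12.6-fold (3.66 ± 0.16), Trp53inp1 5.41-fold (2.43 ± 0.10) and the cell death gene Bbc3 4.47-fold (2.16 ± 0.093). Mast cell and basophil genes were higher in 10 of 14 and lower in 1 (adjusted p = 0.000781, and adjusted p = 0.276 with an estimated correlation). Matrix genes were higher in 8 of 28 and lower in 2 (adjusted p = 0.0486, adjusted p = 0.0737 on pair means, and adjusted p = 0.303 with an estimated correlation). The study's list lower at 14 dpi, not independent evidence, was higher in 19 of 40 and lower in 5 (adjusted p = 0.0442, adjusted p = 0.0612 on pair means, and adjusted p = 0.226 with an estimated correlation). Adjusted over the list alone, 14 interferon genes were lower, 2 cell cycle genes were higher, and the other counts were the same.

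The globin genes Hbb-y and Hbb-b1 were higher in iHPs, Hbb-y at least 5.71-fold (2.78 ± 0.32), at 9.28 ± 1.06 (SD, n = 2 pair means) and 0 marrow arrays above background, and Hbb-b1 7.95-fold (2.99 ± 0.24). The erythroid list (4 of 18 higher, 9 lower, median -0.27, adjusted p = 0.229) and the embryonic globin list (2 of 2 higher, adjusted p = 0.179) did not pass. Gfi1 (3.03-fold, 1.60 ± 0.14), Tal1 (1.99-fold), Runx1 (1.75-fold) and Itga2b (2.65-fold) were higher, and Lmo2 (2.77-fold, -1.47 ± 0.14), Hoxb4 (at least 1.97-fold), Irf8 (9.85-fold), Ptprc (2.08-fold) and Hhex (1.24-fold) lower. In total, 3043 genes were higher and 3319 lower, 1179 by 2-fold or more, and on pair means 2491 and 2832. Common median scaling gave 2408 and 3841. Eif2s3y stood at 10.06 in the iHPs and was above background on 0 BM Kit+ arrays.

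The comparison of CD45+ with CD45- cells at 26 dpi asks what the CD45 gate separated. Ptprc, the gene of the gate, was at least 2.14-fold higher in CD45+ cells (1.60 ± 0.11, adjusted p = 1.17e-14) and above background on 0 CD45- arrays. Higher in CD45+ cells were also the lipase gene Lpl 29.3-fold (4.87 ± 0.27), Mrc1 of macrophages 19.1-fold (4.25 ± 0.41), F13a1 15.5-fold (3.95 ± 0.17) and the protease gene Ctsk 11.5-fold (3.53 ± 0.34). Some granulocyte genes were lower in CD45+ cells, without the list passing (adjusted p = 0.214, 3 of 19 higher, 6 lower), among them Cd177 2.19-fold (-1.13 ± 0.18), Fcnb 2.15-fold (-1.11 ± 0.18) and their regulator Cebpe 2.04-fold (-1.03 ± 0.15).

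Monocyte and macrophage genes were higher in CD45+ cells in 11 of 16 (adjusted p = 9.73e-06, and adjusted p = 0.227 with an estimated correlation), with Adgre1, which encodes F4/80, 5.37-fold and C1qb 3.94-fold, at 10.12 on CD45+ replicates 1 and 2 and 7.73 on replicates 3 and 4. Immediate early genes were higher in 12 of 15 and lower in 1 (adjusted p = 1.28e-07, and adjusted p = 0.227 with an estimated correlation), Egr1 by 4.41-fold (2.14 ± 0.24) and Atf3 by 3.73-fold (1.90 ± 0.13). MHC class II genes were higher in 4 of 8 (adjusted p = 0.00585, and adjusted p = 0.283 with an estimated correlation), Cd74 by 4.81-fold (2.27 ± 0.17), and surface proteins in 6 of 17 (adjusted p = 0.0107, and adjusted p = 0.32 with an estimated correlation). Cell cycle genes were lower in 16 of 21 and higher in 1 (adjusted p = 1.40e-06, and adjusted p = 0.229 with an estimated correlation), Plk1 by 1.65-fold (-0.72 ± 0.12). Of monocyte genes, 1 was lower besides the 11 higher when adjusted over the list alone, 17 cell cycle genes were lower, and the other counts were the same. Lmo2, Tal1 and Runx1 did not pass (0.16 ± 0.14, 0.13 ± 0.16 and 0.0027 ± 0.12), while Irf8 was at least 1.82-fold higher and Gfi1 1.38-fold lower in CD45+ cells (adjusted p = 0.011; on pair means 0.163). In total, 1935 genes were higher and 2138 lower, with 273 and 46 by 2-fold or more, and pair means gave 1139 and 1138. Pair means with crossed pairs as a block, chosen after the data were seen, gave 1719 and 1842. Without CD45+ replicates 1 and 2 the counts were 1334 and 1298, and common median scaling gave 2516 and 656.

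The comparison of Kit+ with Kit- cells at 35 dpi asks what the Kit gate separated. Among the largest falls in Kit+ cells were Akr1c18, a steroid-reducing enzyme gene, 7.72-fold (-2.95 ± 0.38, adjusted p = 1.88e-07), Itgb7, an integrin gene, 6.78-fold (-2.76 ± 0.26), Il4, a cytokine gene that basophils express, 5.03-fold (-2.33 ± 0.31), and Hdc, which makes histamine, 3.06-fold (-1.61 ± 0.26). The mitosis genes Ccnb1 (2.43-fold, 1.28 ± 0.087), Kif11 (1.71-fold, 0.78 ± 0.10) and Cdk1 (1.55-fold, 0.63 ± 0.079) were higher. Lmo2 was 1.69-fold (0.75 ± 0.14) and Myb, a regulator of progenitors, 1.68-fold higher (0.75 ± 0.11).

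Mast cell and basophil genes were lower in 10 of 14 (adjusted p = 2.94e-05, and adjusted p = 0.316 with an estimated correlation), and in 3 on pair means. Cell cycle genes were higher in 14 of 21 and lower in 1 (adjusted p = 4.21e-06, and adjusted p = 0.316 with an estimated correlation). MAPK/ERK genes were lower in 9 of 19 and higher in 2 (adjusted p = 0.0331, adjusted p = 0.0509 on pair means, and adjusted p = 0.125 with an estimated correlation), Dusp6 by 1.59-fold (-0.67 ± 0.094). The study's list lower at 14 dpi, not independent evidence, was lower in 14 of 40 and higher in 2 (adjusted p = 0.0331, adjusted p = 0.0509 on pair means, and adjusted p = 0.316 with an estimated correlation). For the cell cycle, 16 genes were higher when adjusted over the list alone, and the other counts were the same. Runx1 was 1.59-fold (-0.67 ± 0.12) and the inhibitor gene Cdkn2a 2.45-fold lower (-1.29 ± 0.20). Gata2 (2.47-fold lower), Prss34 (2.47-fold lower), Itga2b (1.95-fold lower), Gfi1 (1.59-fold higher) and Hbb-y (1.98-fold higher) passed over arrays, but not on pair means (adjusted p = 0.0793, 0.0593, 0.138, 0.0546 and 0.207). Tal1 (-0.27 ± 0.16, adjusted p = 0.216), Hhex and Ptprc did not pass. In total, 2035 genes were higher and 1664 lower, with 17 and 141 by 2-fold or more, and pair means gave 1052 and 824. Pair means with crossed pairs as a block, chosen after the data were seen, gave 1763 and 1413. Without Kit- replicates 3 and 4 the counts were 1028 and 916, and common median scaling gave 2165 and 1182.

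The comparison of BM Kit+ with BM Kit- cells asks what the same gate separated in marrow. The myeloid genes Ms4a3 (40.9-fold, 5.35 ± 0.12, adjusted p = 3.79e-31), Prtn3 (19.8-fold, 4.31 ± 0.14) and Ctsg (18.7-fold, 4.23 ± 0.19) were higher in Kit+ cells. So were some genes of stem and progenitor cells, although surface proteins did not pass as a list (adjusted p = 0.627): Meis1 8.30-fold (3.05 ± 0.15), Cd34 6.42-fold (2.68 ± 0.12), Tal1 6.05-fold (2.60 ± 0.16) and Lmo2 4.85-fold (2.28 ± 0.14). Lymphocyte genes were lower, Ly6d 46.1-fold (-5.53 ± 0.084), Fcrla 39.3-fold (-5.30 ± 0.10), Vpreb3 28.5-fold (-4.83 ± 0.099) and Cd3g 17.1-fold (-4.10 ± 0.12).

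B cell genes were lower in 14 of 15 and higher in 1 (adjusted p = 5.38e-14, and adjusted p = 4.58e-08 with an estimated correlation), T and NK cell genes in 11 of 13 and 1 (adjusted p = 2.97e-07, and adjusted p = 0.000521 with an estimated correlation). Hematopoietic transcription factors were higher in 13 of 20 and lower in 2 (adjusted p = 0.00503, and adjusted p = 0.0316 with an estimated correlation), endothelial genes in 9 of 11 and 2 (adjusted p = 0.00326, and adjusted p = 0.0171 with an estimated correlation). Reprogramming factors were higher in 4 of 5 (adjusted p = 0.0341, and adjusted p = 0.0656 with an estimated correlation). Interferon genes were lower in 10 of 14 and higher in 1 (adjusted p = 0.0352, and adjusted p = 0.0656 with an estimated correlation). Erythroid genes were higher in 12 of 18 and lower in 1 (adjusted p = 0.00293, and adjusted p = 0.34 with an estimated correlation), megakaryocyte genes in 11 of 16 and 1 (adjusted p = 0.00326, and adjusted p = 0.34 with an estimated correlation). Granulocyte genes were higher in 9 of 19 and lower in 3 (adjusted p = 0.0223, and adjusted p = 0.375 with an estimated correlation). Monocyte genes were higher in 9 of 16 and lower in 2 (adjusted p = 0.0452, adjusted p = 0.0727 on pair means, and adjusted p = 0.558 with an estimated correlation). Adjusted over the list alone, 5 factors, 10 monocyte genes and 13 megakaryocyte genes were higher and 2 erythroid genes lower, with the other counts the same. The MHC class II list did not pass (adjusted p = 0.576), with a median of 0.04 and a mean of -0.28. Klf1, a red cell regulator, was at least 4.54-fold and C1qb 35.7-fold higher (5.16 ± 0.42), and Ptprc 2.41-fold lower. In total, 3193 genes were higher and 3080 lower, 1300 by 2-fold or more, and on pair means 2684 and 2577.

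The difference between the Kit sorts asks whether Kit+ and Kit- cells differed in the same way in iHPs as in marrow. They did not. The departure of iHPs from BM in the Kit+ minus Kit- difference was positive for B and T cell genes, 5.38 ± 0.12 (log2) for Ly6d, 5.01 ± 0.14 for Vpreb3, 4.46 ± 0.11 for Cd2 and 4.13 ± 0.17 for Cd3g. It restates their lower level in Kit+ than in Kit- marrow cells, since the iHPs hardly expressed them: Ly6d was above background on 0 iHP arrays of either fraction, and Cd3g differed by 0.03 ± 0.12 between the fractions. The departure was negative for some myeloid granule and stem cell genes, -4.87 ± 0.17 for Ms4a3 (adjusted p = 2.64e-24), -4.27 ± 0.27 for Ctsg, -2.53 ± 0.21 for Meis1 and -2.38 ± 0.16 for Cd34. The factors Tal1 (-2.87 ± 0.23), Lmo2 (-1.52 ± 0.20) and Runx1 (-1.10 ± 0.17) and the regulators Gata2 (-3.26 ± 0.43) and Gfi1 (-1.16 ± 0.20) departed downward too.

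With an estimated correlation, 5 list calls held: B cells (14 of 15 higher, 1 lower, adjusted p = 1.23e-17, and adjusted p = 3.44e-09 with an estimated correlation), T and NK cells (10 of 13 and 2, 1.40e-06 and 0.00101), endothelial cells (2 of 11 and 9, 0.00216 and 0.0146), hematopoietic transcription factors (3 of 20 and 13, 0.00375 and 0.0288) and reprogramming factors (0 of 5 and 3, 0.0139 and 0.0378). For the lower calls of granulocytes (11 of 19 lower, adjusted p = 0.000245), monocytes (9 of 16, 0.0202), erythroid cells (11 of 18, 0.00513), megakaryocytes (12 of 16, 0.000647) and mast cells and basophils (9 of 14, 0.000647), the values were adjusted p = 0.135, 0.429, 0.39, 0.225 and 0.273 with an estimated correlation. Adjusted over the list alone, 12 granulocyte genes were lower and the other counts were the same. In total, the departure was positive for 2496 genes and negative for 2462, 1209 of them by 2-fold or more, and on pair means for 1790 and 1736.

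**Figure D4:**
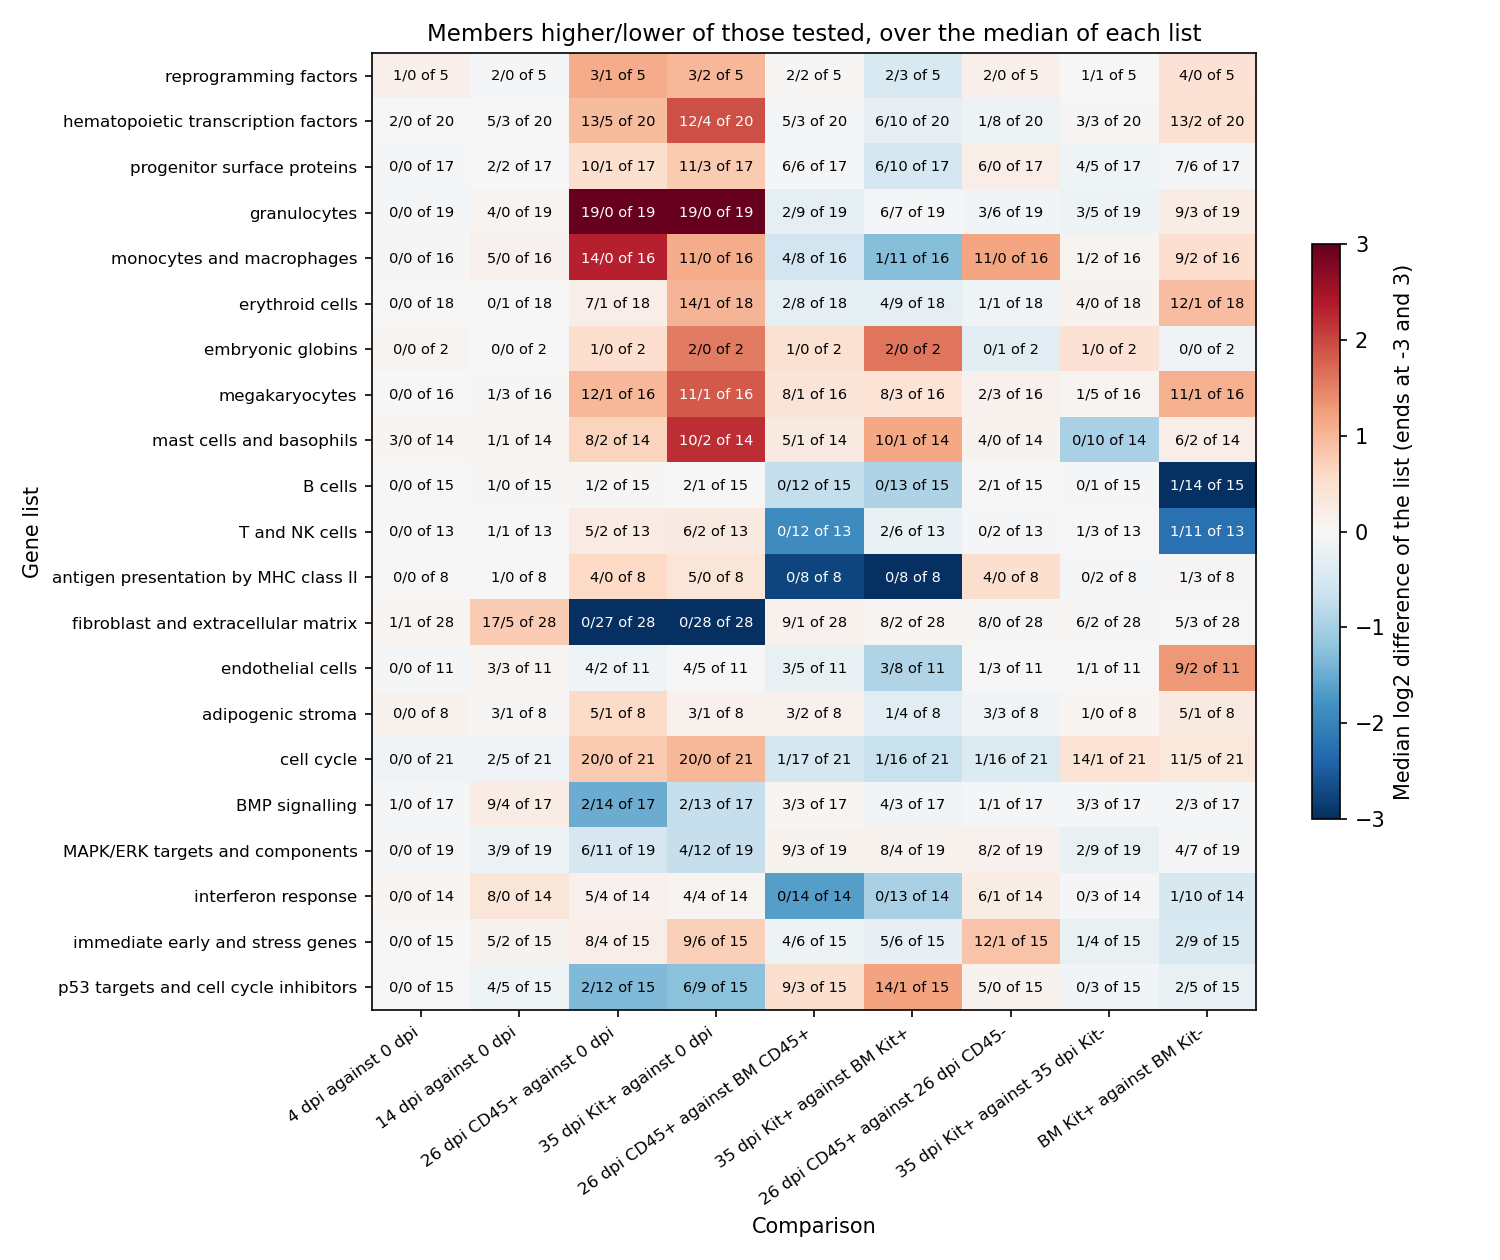
Median log2 difference of each gene list (upward) in each comparison (across), as colors from lower to higher, with the numbers of genes called higher and lower of those tested in each cell. Granulocyte genes are 19 of 19 higher in both iHP groups against 0 dpi, and MHC class II genes 8 of 8 lower in both against BM.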

Values the study reported

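The study counted 82 genes that were both bound by Lmo2 and upregulated at 4 dpi. For that intersection, the authors took genes with a change of at least 20% and a P value of 0.1 or below at 4 dpi. At 14 dpi, they required a change of 2-fold or more with the same P value.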

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

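The tests weighed here for the proteases, the CD45- cells and the interferon and MHC class II genes were chosen after those results were seen, apart from the test for a chance cluster and the counts over other splits of the arrays. The run of genes in the test for a chance cluster was itself taken from these results.

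A cluster of protease genes was higher at 4 dpi than at 0 dpi: Gzmd (log2 difference 5.06), Gzme (3.95), Mcpt1 (3.21), Mcpt8 (1.97), Mcpt4 (0.75) and Gzmg (0.46), the last chosen after its values were seen, are neighbours in the genome. Of the 11 tested neighbours, 6 were called higher, and no other run of as many tested neighbours among 10309 held more than 3. This count cannot decide on chance placement, because the run was picked for genes that had risen. Probes of related genes may also read the same transcript, so the 6 calls need not be independent. Mast cells or basophils among the 4 dpi cells are argued against by the 10 list members outside the cluster, whose median difference was 0.0277 and highest 0.0921, and the Mcpt8 transcript read by its relatives' probes by the 5 other members at 35 dpi Kit+, whose median was 0.0385 (highest 0.341) while Mcpt8 stood at 5.92. Whether the probes of its relatives read the Gzmd transcript cannot be told apart from a change of each gene, because Gzmd was over 1 log2 above 0 dpi in 1 group. A shared change of this region in infected cells, the biological alternative of the design, may be the source and stays open as untested.

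CD45- cells at 26 dpi had a blood profile close to that of CD45+ cells (correlation across genes 0.978), which sets them apart from a fraction without blood cells. Fibroblasts or stroma as most of these cells are argued against, as 0 of 28 genes of the fibroblast list were higher in CD45- than in CD45+ cells. Carry-over of an unselected share of the CD45+ cells as the whole source is argued against, since it would raise no blood gene, and 5 of 19 granulocyte genes were higher in CD45- cells on pair means, among them Cd177 (log2 difference of CD45+ from CD45- cells -1.13), Fcnb (-1.11) and Cebpe (-1.03). Carry-over of mainly granulocytes cannot be told apart from CD45- blood cells of their own: the median of the monocyte list minus that of the granulocyte list was 1.2565, but the monocyte list did not pass with an estimated correlation (adjusted p = 0.227). Blood cells with little surface CD45 may thus also be a source of the profile, which stays open.

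Interferon and MHC class II genes were lower in iHPs than in BM. Array background is argued against, since the difference in background between iHP and BM arrays was -0.301 (log2) for CD45+ and 0.342 for Kit+ cells, while the interferon median was lower in both (-1.64 and -0.9699), as was that of MHC class II (-2.76 and -4.80). B cells as the whole source of the MHC class II difference are argued against only for Kit-sorted marrow. That list's median was 0.0415 between BM Kit+ and Kit- cells, where the B cell median was -3.25. Monocyte genes leaned higher in BM Kit+ cells, so a share of MHC class II from B cells is not excluded. For CD45+ cells, whose B cell genes were lower in iHPs as well, the Kit sort decides nothing, and B cells stay open. The sex of the cells cannot be told apart from their origin, since 0 BM groups had Eif2s3y above background on all arrays while the iHPs did, although Xist (chosen after its values were seen) was above it at 0 dpi (7.10), in 35 dpi Kit+ (7.74) and in BM Kit+ cells (8.07), which is no simple split by sex. Culture in place of the marrow environment, the biological alternative of the design, may also contribute and was not tested.

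In the other results, an array stood far from the other 3 of its group, or a difference was not the same in iHPs and BM. The check for lone arrays covered 80 sets of 4 arrays, of which chance gives about 4 past Dixon's critical value, and 7 were past it. The share of probes above background was 51.5702% on 0 dpi replicate 3 (others 50.3094% to 50.5156%), 49.7218% on 14 dpi replicate 1 (others 51.2823% to 51.3173%) and 48.6477% on 35 dpi Kit+ replicate 4 (others 49.6751% to 49.8424%). On 26 dpi CD45- replicate 4, the median of the receptor probes was 173.084 (others 165.455 to 166.131) and the median intensity 190.3 (others 180.324 to 180.745). The receptor median was 171.965 on 35 dpi Kit+ replicate 1 (others 178.727 to 179.624). The position of 4 dpi replicate 2 was 0.0052 (others 0.001 to 0.0017).

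The Kit+ minus Kit- difference departed between iHPs and BM in 4958 genes by limma. The list medians of this departure (log2) were 3.1854 for B cells, 0.8387 for T and NK cells, -0.4351 for hematopoietic transcription factors, -0.6082 for monocytes and macrophages, -0.7303 for erythroid cells, -0.9588 for granulocytes, -0.9748 for mast cells and basophils, -1.1009 for reprogramming factors, -1.39 for megakaryocytes and -1.4329 for endothelial cells. Among genes it was 5.3814 for Ly6d, 5.0094 for Vpreb3, 4.8731 for Fcrla, 4.4639 for Cd2, 4.1301 for Cd3g, -1.1009 for Runx1, -1.161 for Gfi1, -1.5228 for Lmo2, -2.3819 for Cd34, -2.5319 for Meis1, -2.8123 for Cpa3, -2.8679 for Tal1, -2.8707 for Hdc, -2.9258 for Itga2b, -3.2562 for Gata2, -4.2656 for Ctsg, -4.6709 for C1qb and -4.8699 for Ms4a3.

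For each pair of groups, 1 of the 35 splits of the 8 arrays, the real one, gave as many called genes. In the 2 comparisons without close pairs of arrays, the real counts and highest other splits were 200 and 0 (4 dpi, 0 dpi) and 6273 and 2070 (BM Kit+, BM Kit-). These splits need 4 independent arrays per group, which the labels do not state. The study speaks of 2 experiments, and these arrays differed as little as those of a close pair, so chance is not excluded. In the other 8, the splits treat the arrays of a close pair as independent, and splits of whole pairs are too few for a share under 0.05. The values there were 4967 and 819 (14 dpi, 0 dpi), 5029 and 617 (14 dpi, 4 dpi), 8126 and 5106 (26 dpi CD45+, 0 dpi), 8181 and 4830 (35 dpi Kit+, 0 dpi), 6222 and 2467 (26 dpi CD45+, BM CD45+), 6362 and 2362 (35 dpi Kit+, BM Kit+), 4073 and 2428 (CD45+, CD45-) and 3699 and 1802 (35 dpi Kit+, Kit-). The highest of the other splits each kept 3 of 4 arrays of each group together, and so carried part of its difference. For the departure between the Kit sorts, 3 of 100 drawn splits gave as many genes as the real 4958, the real one included. The highest of the others was 5732. These splits part the close pairs of the iHP arrays as well. The iHP and BM arrays were drawn separately, so a split could keep BM Kit+ and Kit- whole and carry their difference. The count thus decides nothing on the departure.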

How the results depend on the processing

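Pair means, crossed pairs, the receptor probes as negative controls and the leaving out of pairs were chosen after the data were seen, and all other alternatives before. Normexp without control probes is the setting used throughout, so it was not run apart. Apart from those named here, the count of each comparison stayed within 1.5 times its value under every alternative run. The number of genes called between 4 and 0 dpi (200) was 402 with median scaling, 681 with only the groups compared, 90 with correlated pairs, 47 on pair means, and 458 (257 higher, 201 lower) at the threshold of the study, which also gave 619 between 14 and 0 dpi. The CD45 sort (4073) gave 2277 on pair means, 2072 with only the groups compared and 2632 without CD45+ replicates 1 and 2, and the Kit sort at 35 dpi (3699) gave 1876 on pair means and 1944 without Kit- replicates 3 and 4. In simulated data without pairs, pair means gave 174 calls against 185 over arrays, with 36% against 56% of 1.2-fold changes found. No group had a spread between pairs there, unlike in the real fit, so the fall to 47 is not covered. With paired arrays, 208 of 376 calls over arrays were false against 7 of 139 on pair means, so excess calls over arrays could add to the falls of the sorts. Few genes were changed in that simulation, so its share of false calls cannot be carried over to the sorts. The simulation held no pairs crossed between fractions. With crossed pairs as a block, pair means kept 3421 of the 4073 and 3059 of the 3699 calls. That block was drawn from the differences between these same arrays and takes them out of the spread. The kept calls therefore cannot decide on excess calls. For the other settings the cause was not tested. An adjusted p under 0.01 with over 2-fold, stricter by construction, left 11 (4 and 0 dpi), 617 (14 and 0 dpi), 644 (14 and 4 dpi), 2931 (26 dpi CD45+ and 0 dpi), 3036 (35 dpi Kit+ and 0 dpi), 1078 (CD45+ iHPs and BM), 1176 (Kit+ iHPs and BM), 318 (CD45 sort), 156 (Kit sort), 1300 (BM Kit sort) and 1204 (departure between Kit sorts). Without 1 replicate the counts in the same order ran over 134 to 168, 4605 to 4701, 4678 to 4740, 7868 to 8099, 7981 to 8066, 5861 to 6049, 6038 to 6224, 3310 to 4165, 2949 to 3709, 5963 to 6044 and 4736 to 4909.

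Positions passed the adjusted threshold, which they had missed, without a detection filter (4 minus 0 dpi 0.0041, 14 minus 4 dpi 0.0367, 26 dpi CD45+ minus BM CD45+ -0.1615, CD45+ minus CD45- -0.0233) and with the receptor probes as controls (0.0036, 0.0400, -0.1655 and -0.0195). Except for 4 minus 0 dpi, their exact p stayed at 0.0286, the smallest possible. Their adjusted p fell because 4 minus 0 dpi reached it too, in a test against an end of the line. On a line to BM CD45+, 14 minus 4 dpi (0.0237), CD45+ minus CD45- (-0.0315) and 35 dpi Kit+ minus Kit- (-0.0392) passed. So did 26 dpi CD45+ minus BM CD45+ (-0.1844), but BM CD45+ defines the end of that line, so this test decides nothing. For 14 minus 4 dpi and CD45+ minus CD45-, the exact p was again unchanged. Their adjusted p fell because more pairs of groups reached the smallest p. The difference of 35 dpi Kit+ from 26 dpi CD45+ reversed on that line (-0.0596) and with the receptor probes (-0.0007), and ran from -0.001 to 0.0016 without 1 replicate. That of 35 dpi Kit+ from Kit- reversed without background correction (0.0004), with median scaling (0.0002) and with the authors' values (0.0005), and ran from -0.011 to 0.0069 without 1 replicate (0.0069 without replicate 1 and 0.0065 without replicate 2). With median scaling, CD45+ minus CD45- was -0.0027 and 35 dpi Kit+ minus 26 dpi CD45+ 0.0322, neither of which passed. The cause of these reversals and of the shifts with median scaling was not tested. The other positions without 1 replicate kept their sign.

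Of list tests, 88 of 275 were called, 43 with an estimated correlation and 186 by fry, which compares no list with other genes. Pair means ended 8 of these calls and the replicate numbers as a block 2. Granulocytes between 4 and 0 dpi turned higher with median scaling (adjusted p = 0.0324), and adipogenic stroma between 35 dpi Kit+ and 0 dpi lower by fry (adjusted p = 1.03e-06). The cause was not tested. Pair means ended 16 of 360 gene calls, the replicate numbers as a block 0, median scaling 6, the receptor probes 5, and leaving out 1 replicate 29 over all such fits. With that block, 196 genes were called between 4 and 0 dpi, 192 of them shared. All 4 arrays resembled those of the same number in none of the comparisons (correlation across genes -0.361 to 0.158), so the numbers do not pair the samples. In the iHP sorts these correlations were all negative (-0.207 to -0.173 for CD45, -0.361 to -0.309 for Kit), as if the pairs were crossed between the fractions. With crossed pairs as a block, the CD45 sort gave 4698 genes over arrays and 3561 on pair means, and the Kit sort 4344 and 3176. Signal over background limits dim genes, whose folds are lower limits or underestimates.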

Other observations

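The genes of this part, other than Lyz2, Mrc1, C1qb, Ctsg, S100a8, Gdf10 and Hbb-y, were chosen after their values were seen, as were the splits of the arrays into pairs, and no test was run on these splits. Pairs of replicates differed in blood cell genes. At 14 dpi, genes of macrophages stood lower on replicates 1 and 2 than on replicates 3 and 4: Laptm5 at 7.16 and 11.14 (log2 intensity), Lyz2 at 7.94 and 11.84, Fcer1g at 6.84 and 9.53, the complement gene C1qb at 6.58 and 9.04, and Mrc1 at 6.50 and 8.94. The granule genes Ctsg (8.04 and 6.62) and S100a8 (7.37 and 6.51) went the other way. The stromal gene Gdf10 was alike in both (13.38 and 13.70).

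At 26 dpi, eosinophil granule genes differed between the pairs of CD45- arrays, with Prg3 at 7.85 on replicates 1 and 2 and 10.79 on replicates 3 and 4, the peroxidase gene Epx at 8.12 and 10.94, and Prg2 at 12.22 and 14.82. Csn2, a milk casein gene, stood at 8.30 and 12.63 in CD45+ cells and at 11.21 and 6.53 in CD45- cells, against 6.24 and 6.29 in BM CD45+ cells. In CD45+ cells, C1qb stood at 10.12 and 7.73. The embryonic globin gene Hbb-y stood at 10.03 and 8.54 in 35 dpi Kit+ cells. Genes over 2-fold apart between the pairs numbered 38 at 14 dpi, 213 in 26 dpi CD45+, 125 in 26 dpi CD45-, 118 in 35 dpi Kit+ and 55 in 35 dpi Kit- cells, and 0 in each of the other 5 groups.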
